A study of Arabidopsis thaliana with 25 samples. Its data were reported in "Conservation of tRNA and rRNA 5-methylcytosine in the kingdom Plantae" (2015).

How the data were processed

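Total RNA was extracted from *Arabidopsis thaliana* seedlings, treated with DNase and bisulfite converted before library preparation, and the libraries were sequenced on an Illumina MiSeq. According to the study's methods, the authors trimmed adapters, filtered low quality reads and mapped reads with CLC Genomics Workbench to rRNA reference sequences in which every cytosine had been turned into thymine in silico. The version of that program is not given in the sources used here. The labels name TAIR 10 as the genome build. An in vitro transcript without m5C served as the authors' control for conversion, and its values were not analysed here. Cytosines were accepted by the authors as m5C from 5 reads and a level of 20%.

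The deposited methylation tables hold percent values, which the authors made by dividing mapped cytosines by mapped cytosines plus mapped thymines at a position. There are 2 such tables, 1 per experiment, and a separate table with rRNA sequences of 6 species and the authors' number of m5C sites in each. For species other than *Arabidopsis*, the deposited table marks many sequences as assembled with a related sequence as a guide, often that of *Arabidopsis*. Mapping to fully converted references can lose reads that keep many cytosines, and reads shared between similar rRNAs can be assigned to either, which could shift a level in ways that the percentages do not show. In experiment 1 the authors averaged the libraries of each genotype, and 5 of the 8 columns hold whole percent only. Experiment 2 gives 1 library per genotype, in whole percent. Read depth is unknown at each site, so no binomial interval was computed and no count was inferred from the decimals of a percentage.

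Libraries were grouped by the genotype, growth medium and experiment in their labels, giving 8 genotypes in experiment 1 and 5 in experiment 2. Columns were matched to genotypes by name, and oli2-2 in a column heading was read as nop2a-2 because OLI2 is the symbol of NOP2A (AT5G55920) in the RefSeq gene table of assembly TAIR10.1. All 10 loci looked up in that table were found. It was used for names only, and no genome coordinates are given.

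The planned tests and alternatives were fixed before the data were examined. The plan was a limma moderated test across the replicates of experiment 1, with permutation tests of replicates beside it. These could not be run because the tables hold genotype averages in place of replicate values. For the same reason the planned comparison of experiment 2 with the within-group SD of experiment 1 could not be made. What replaced them was chosen after the tables were seen to hold averages. Differences from the wild type of the same experiment are given in percentage points, and those of more than 10 points are counted. This limit is the largest gap between the wild types of both experiments and was chosen after the values were seen. A two-sided exact permutation test of the difference of means was run with genotype values as units, in place of the libraries that the plan named, and the medians and omissions tried for this test were moved to these units too. It compared both nsun5 alleles with the 6 other genotypes of experiment 1 (28 regroupings) and the 5 nop2 mutants with the 3 others (56 regroupings). It was applied to each of the 7 sites, 14 tests in all, with Benjamini-Hochberg adjustment over the 7 sites of each comparison. On simulated values for nsun5 at the 7 sites, a shift of 40 points in both alleles at C2268 gave an unadjusted p under 0.05 in 99.4% of data sets, and unchanged sites did so in 3.87%.

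By the rule for named sites, all 7 sites of the tables are reported, those past the limit with full values and the others as ranges. Other rRNA positions were not analysed here. Reference sequences were aligned globally with the Biopython aligner (match 2, mismatch -2, gap opening -5, gap extension -0.5, free end gaps), and windows of 10 bases on each side of a site were compared. In a simulated pair of sequences with known substitutions and gaps, 99.2% of positions were aligned to their true partner. The line of the reference table for mitochondrial 18S rRNA of *Nannochloropsis oculata* was not analysed here.

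Alternatives were the logit scale with an offset of 0.5 points, values centred per genotype on the 5 organelle sites, other comparators, minimum levels of 30% and 50%, medians in the permutation test, leaving out each genotype, and windows of 5 and 20 bases. Rounding of all values, a comparator of both wild types, limits of 5 and 20 points and a test over both experiments were added after the data were seen. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Biopython 1.88 and matplotlib 3.10.9.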

Results

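RNA bisulfite sequencing (RBS-seq) was used to measure 5-methylcytosine (m5C) in the ribosomal RNAs (rRNAs) of *Arabidopsis thaliana* seedlings 10 days after germination. Bisulfite turns unmethylated cytosine into uracil, which is read as thymine, while m5C is still read as cytosine. The methylation level of a position is therefore the percentage of its mapped bases that were cytosine. Resistance to bisulfite is not specific to m5C, and the identity of the modified base was not tested by another method here. Experiment 1 had 20 libraries from seedlings grown on soil. These were 3 libraries each of wild type, nop2a-2, nop2b-1, nop2c-1 and nsun5-1, 2 each of nop2c-2 and nsun5-2, and 1 of nop2b-2. Experiment 2 had 5 libraries from seedlings grown on plates, 1 each of wild type, trm4a, trm4b-1, trdmt1 and the double mutant trdmt1 trm4b. The deposited tables give 1 methylation level per genotype and site. In experiment 1 this level is the authors' average over the libraries of the genotype, except in nop2b-2, which had 1 library. The spread between replicates and the read depth behind each level are unknown, so the levels carry no SD and no interval. The wild types of the experiments differed by at most 10 percentage points at any of the 7 sites, and this gap was used as a yardstick for the differences below. It was chosen after the values were seen, and it holds any effect of growth medium and experiment as well as noise.

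The first question was where m5C occurs in *Arabidopsis* rRNA and at what level. The tables list 7 sites in 5 rRNAs encoded by all 3 genomes of the plant cell. The nuclear large subunit 25S rRNA had 2 sites, C2268 and C2860. The chloroplast large subunit 23S rRNA (ATCG01180) had 2 sites, C1940 and C1977, and the chloroplast small subunit 16S rRNA (ATCG01210) had C916. In mitochondria, the small subunit 18S rRNA (ATMG01390) had C960 and the large subunit 26S rRNA (ATMG00020) had C1586. The deposited row prints the last position as C15860, which lies beyond the end of the 2568-nt sequence, and it was read here as C1586. All 7 positions, counted from 1 at the 5′ end of the deposited sequence, were cytosines. These 7 sites are a small part of the 3394 cytosines in the 10 distinct *Arabidopsis* rRNA sequences of the deposited table. Read coverage of the other cytosines is unknown, so their absence from the list does not show that they lack m5C. The nuclear 5S entry is the same as that of another short nuclear rRNA, so these were not represented separately.

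In wild type of experiment 1, 6 of the 7 sites had an average level between 66% and 82%. The levels were 82% at 25S C2860, 82% at 23S C1977, 81% at 16S C916, 72% at 26S C1586, 70% at 23S C1940 and 66% at 25S C2268. Mitochondrial 18S C960 was the exception at 28%. All 7 levels were above the minimum of 20% that the study required of a site, while 6 were above 30% and 50%. In the single wild type library of experiment 2 the levels were 78% at C2860, 82% at C1977, 76% at C916, 77% at C1586, 74% at C1940, 76% at C2268 and 30% at C960. C2268 differed most between these wild types, by 10 points, and C1977 did not differ. Growth medium and experiment changed together, so their effects cannot be told apart.

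**Figure D1:**
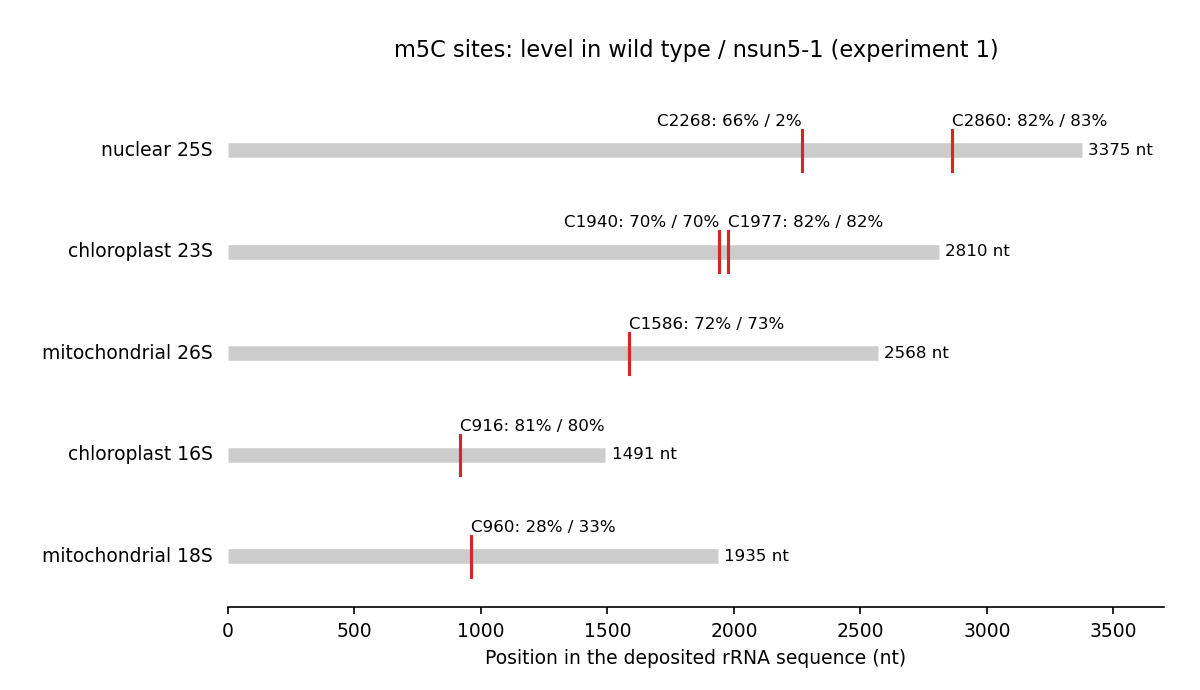
Positions of the 7 m5C sites (red lines) in the 5 methylated rRNAs, drawn to scale in nucleotides (nt) along the deposited sequences. The percentages are the authors' average methylation levels in wild type and then nsun5-1 of experiment 1: C2268 had 66% and 2%, and at the other 6 sites the levels were at most 5 points apart.

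The second question was whether NSUN5 (AT5G26180) is needed for methylation of 25S C2268. NSUN5 is the *Arabidopsis* homologue of yeast RCM1, the methyltransferase of the equivalent 25S rRNA cytosine. C2268 lies in the sequence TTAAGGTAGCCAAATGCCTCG (positions 2258 to 2278, with the site in the centre). Its level was 66% in wild type, 2% in nsun5-1 and 29.2% in nsun5-2. These levels are 64.0 and 36.8 points below wild type, both past the yardstick of 10 points, and they are 3.03% and 44.3% of the wild type level. The alleles differed from each other by 27.2 points. Across the other 11 genotype values of both experiments, C2268 ranged from 60% to 85%. The background of unconverted cytosines was not analysed here, so the 2% in nsun5-1 cannot be set apart from incomplete conversion.

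At the other 6 sites nsun5-1 lay between 1 point below and 5 points above wild type, and nsun5-2 between 0.952 points below and 1.66 points above. With the genotype value as the unit, the mean of both nsun5 alleles at C2268 was 15.6% and the mean of the 6 other genotypes of experiment 1 was 70.8%. The difference of -55.2 points had p = 0.0357 in a two-sided exact permutation test, the smallest p that the 28 regroupings allow, with 2 of 2 alleles below every other genotype. After Benjamini-Hochberg adjustment over the 7 sites, p was 0.25 by the same exact test, the lowest adjusted p that 1 changed site can have with 28 regroupings. The adjusted p therefore could not fall below 0.05 for a single site, whatever its difference. The adjusted p at the other 6 sites was 0.75 or more. Without either of the alleles the exact test allows no p below 0.143. This test treats averages of 1 to 3 libraries as equal units and does not use the spread between seedling samples.

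**Figure D2:**
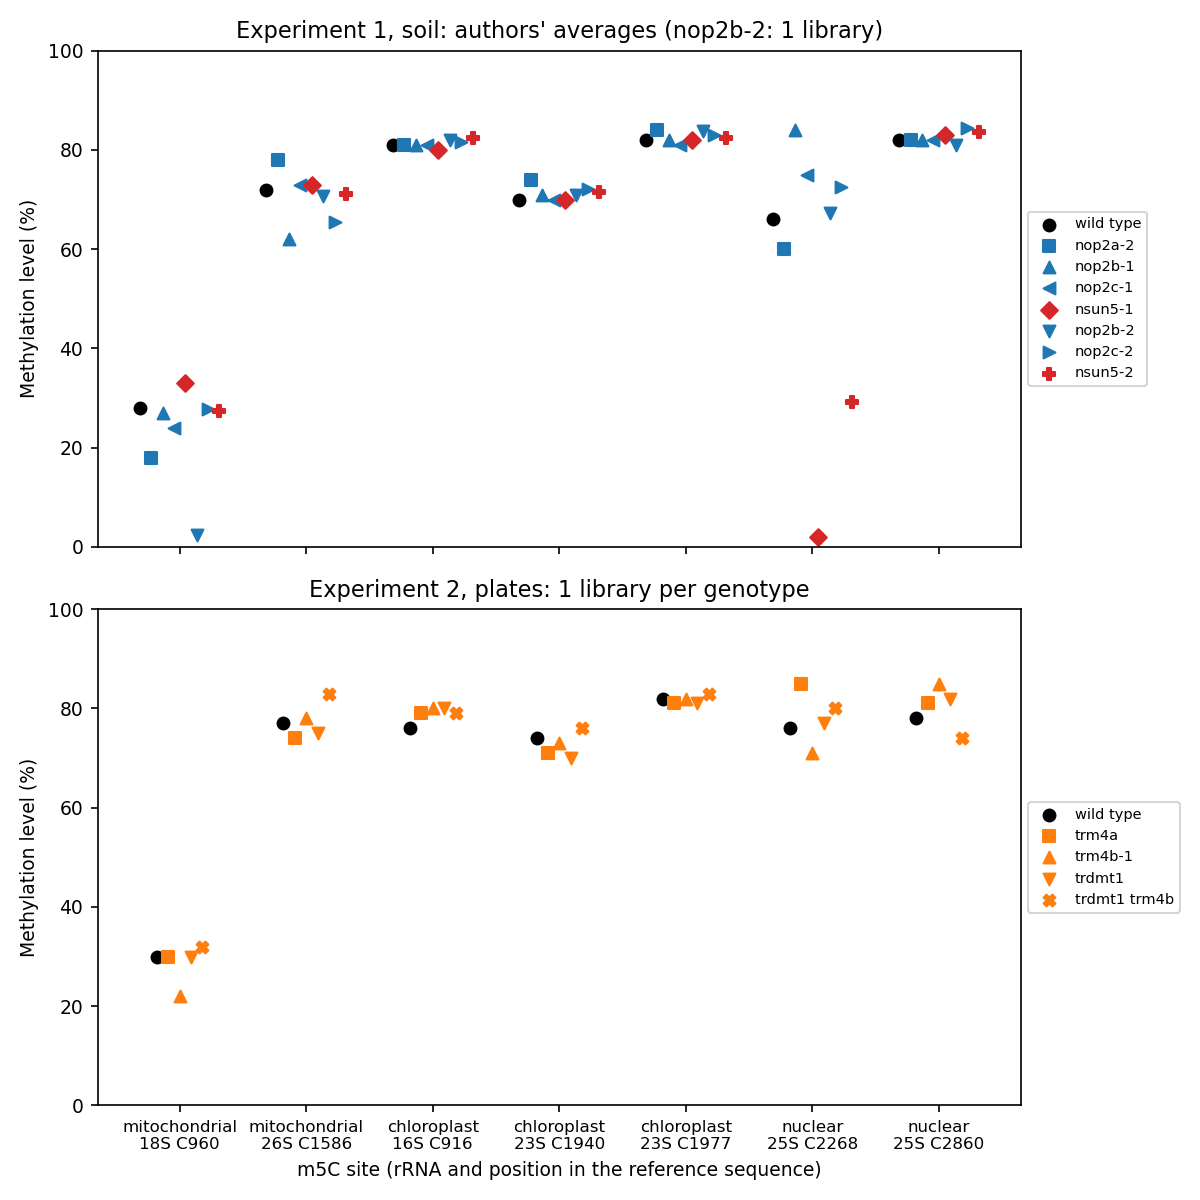
Methylation level in percent at each of the 7 m5C sites, 1 point per genotype, in experiment 1 (upper panel, the authors' averages, with nop2b-2 from 1 library) and experiment 2 (lower panel, 1 library per genotype). Wild type is black, nop2 mutants blue, nsun5 mutants red and mutants of TRM4A, TRM4B and TRDMT1 orange. Both nsun5 alleles sit apart at C2268, at 2% and 29.2%, and nop2b-2 sits apart at C960, at 2.33%.

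The next question was whether any of 3 NOP2 paralogues is needed for methylation of 25S C2860. Yeast NOP2 methylates the equivalent cytosine, and *Arabidopsis* has NOP2A (AT5G55920, also named OLI2), NOP2B (AT4G26600) and NOP2C (AT1G06560). C2860 lies in TTTGATCCTTCGATGTCGGCT, at positions 2850 to 2870. Its level was 82% in wild type, 82% in nop2a-2, 82% in nop2b-1, 82% in nop2c-1, 81.0% in nop2b-2 and 84.4% in nop2c-2. No single nop2 mutant was thus more than 2.42 points from wild type, against a gap of 4 points between the wild types of the experiments. The mean of the 5 nop2 mutants was 82.3% and that of the 3 other genotypes 82.9%, a difference of -0.609 points (two-sided exact permutation test over 56 regroupings, p = 0.5, adjusted p = 0.688). For 1 changed site the adjusted p of this test cannot go below 0.125, so it does not show that the levels were equal. The interval of the difference cannot be given without replicate values. Plants that lack more than 1 of the paralogues were not analysed here. The study could not recover nop2a nop2b double mutants, and it proposes that NOP2A and NOP2B may be redundant and essential.

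Elsewhere the nop2 mutants were less uniform. At C2268 the levels were 60% in nop2a-2, 84% in nop2b-1, 67.3% in nop2b-2, 75% in nop2c-1 and 72.5% in nop2c-2, against 66% in wild type. Only nop2b-1 was past 10 points, at 18 points above wild type, and its sister allele nop2b-2 was 1.35 points above. The nop2b-1 difference was 13 points against the mean of both wild types and 33.2 points against all other genotypes of experiment 1 without a nop2b mutation, which include both nsun5 alleles. At mitochondrial C960, nop2b-2 had 2.33% against 28% in wild type, a difference of -25.7 points. The level there was 18% in nop2a-2, 27% in nop2b-1, 24% in nop2c-1 and 27.9% in nop2c-2, so that 5 of 5 nop2 mutants were below wild type. For nop2c-2 this was by only 0.1 points, against a wild type value in whole percent. Of the nsun5 alleles, nsun5-2 was also below wild type, at 27.3%, and nsun5-1 was above, at 33%. The mean of the nop2 mutants minus that of the 3 other genotypes was -9.59 points (two-sided exact permutation test, p = 0.125, adjusted p = 0.438). The single library of nop2b-2 counts in this mean as much as the average of any other mutant, and it lowers the mean most. At mitochondrial C1586 the nop2 mutants ranged from 62% in nop2b-1 to 78% in nop2a-2, within 10 points of the 72% in wild type. The exact test of all nop2 mutants gave p = 0.0357 at C2268, with an adjusted p of 0.25, but both nsun5 alleles were among the 3 genotypes compared with them.

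The mutants were then counted over compartments. Of the 49 pairs of a mutant and a site in experiment 1, 4 were more than 10 points from wild type: nsun5-1, nsun5-2 and nop2b-1 at nuclear C2268, and nop2b-2 at mitochondrial C960. None of these pairs was in the chloroplast, where the 21 differences lay between 1 point below and 4 points above wild type. No replicate test stands behind this count. It leaves out nop2a-2 at C960 and nop2b-1 at C1586, which were exactly 10 points below wild type in whole percent values. It rose to 9 when each mutant was compared with all other genotypes of experiment 1 that lack a mutation in the same gene. Between the alleles of a gene, 3 of the 21 differences were past 10 points: the nsun5 alleles at C2268, by 27.2 points, and the nop2b alleles at C960, by 24.7 points, and at C2268, by 16.7 points. The nop2c alleles differed by at most 7.49 points, at C1586.

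Experiment 2 asked whether methyltransferases that act on tRNA, or a homologue of one, also act on rRNA. TRM4B (AT2G22400) and its paralogue TRM4A (AT4G40000) are homologues of the tRNA methyltransferase TRM4, and TRDMT1 (AT5G25480, also named DNMT2) methylates tRNA at the anticodon loop. The study found no tRNA site that depended on TRM4A, so trm4a does not bear on enzymes shown to act on tRNA. None of the 28 pairs of a mutant and a site was more than 10 points from the wild type library. The differences were -3 to 9 points in trm4a, -8 to 7 points in trm4b-1, -4 to 4 points in trdmt1 and -4 to 6 points in trdmt1 trm4b. The extremes were C2268 in trm4a, at 85% against 76% in wild type, and C960 in trm4b-1, at 22% against 30%. The mean absolute difference over all 28 pairs was 3.07 points. No test was run, since each genotype had 1 library. The yardstick comes from C2268 and is no detection limit for the other sites. Within experiment 2, C2268 spanned 14 points and C1977 spanned 2 points. Without replicates, small effects cannot be told apart from noise at any site. Against the wild type average of experiment 1, 4 of the 28 pairs were past 10 points.

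Finally, the sequences around the sites were compared with the rRNA sequences deposited for *Brassica rapa*, *Triticum durum*, *Caulerpa taxifolia*, *Nannochloropsis oculata* and *Ginkgo biloba*. A cytosine was found at the aligned position in 34 of 34 comparisons of a site with another species. The mitochondrial 18S rRNA of *N. oculata* was not analysed here, which leaves 4 species for C960. Of these 34 comparisons, 18 used an entry that the authors assembled from reads with the *Arabidopsis* sequence as a guide, which can favour *Arabidopsis* bases, 7 used an entry guided by another species and 9 a database record. The window of 10 bases on each side was identical to *Arabidopsis* in 20 of the 34, made up of 13 of the 18, 3 of the 7 and 4 of the 9. Where whole entries were compared, 81.4% to 99.9% of aligned bases were identical to *Arabidopsis*, so matches are common at any position. The shares over all cytosines and all windows were not computed. These counts therefore do not show that the sites are more conserved than the rest of the rRNAs. For 25S C2268 it was identical in 5 of 5 species, and for 25S C2860, 23S C1940 and 23S C1977 in 4 of 5. All 25S entries of these species were guided by *Arabidopsis*, while none of their chloroplast 16S entries was. The contrast of 25S with 16S therefore cannot be told apart from the source of the entries. Source alone does not follow the order of the other sites. Of the entries compared at 26S C1586, all but that of *N. oculata* were guided by *Arabidopsis*, yet few windows were identical. Of the chloroplast 23S entries only that of *B. rapa* was, yet both 23S sites had 4 of 5. Identical windows were fewer at 26S C1586 (AAGTAGCGACCTGCACGAATG) with 2 of 5, at 16S C916 (TAATTCGATGCAAAGCGAAGA) with 1 of 5 and at mitochondrial 18S C960 (TAATTCGATACAACGCGCAAA) with 0 of 4. The *B. rapa* and *G. biloba* entries hold the same sequence for nuclear 25S, chloroplast 23S and mitochondrial 26S rRNA, so these species do not count as separate evidence at those 5 sites.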

Values the study reported

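The study reported 7 m5C sites in *Arabidopsis* rRNA. It gave wild type averages from 66 to 82 % for 6 of them and 28 % for C960 in mitochondrial 18S rRNA. For C2268 of nuclear 25S rRNA it gave 66 % in wild type, 2 % in nsun5-1 and 29 % in nsun5-2. It also saw less methylation of C2268 in both alleles with a restriction digest of PCR products. For the level left in nsun5-2 it proposes that some NSUN5 may still be expressed. A site needed at least 5 reads and 20 % methylation, and libraries had to reach 98 % conversion of the spiked control. Over the 6 species the study counted 8 highly conserved rRNA sites, and it gave a range from 31 to 87 % for C916 of chloroplast 16S rRNA. It described C1549 of mitochondrial 26S rRNA as highly methylated in 4 of the 6 species, and C960 likewise.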

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

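The comparison in this part was chosen after the results were seen. Experiment 2 holds wild type, trm4b-1, trdmt1 and the double mutant, so the loss of TRM4B can be read once in wild type and once in the trdmt1 background. At 5 of the 7 sites these differences had opposite signs. At 25S C2860 trm4b-1 was 7 points above wild type, while the double mutant was 8 points below trdmt1, so that the effects differed by -15 points. At mitochondrial 18S C960 the differences were -8 and 2 points, and the effects differed by 10 points. At 25S C2268 they were -5 and 3 points, which differ by 8 points. At 23S C1940 they were -1 and 6 points, which differ by 7 points, and at 16S C916 they were 4 and -1 points, which differ by -5 points. The difference between the backgrounds was not tested, because each genotype had 1 library. Every value in the comparison comes from a single library, and noise alone gives opposite signs about as often as equal signs.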

How the results depend on the processing

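No paired analysis was possible because the tables hold 1 average per genotype and no replicate values. For the same reason the planned limma fits and their variants, the fits with and without a block, permutations of replicates, leaving out single replicates, medians over replicates and the demand that every replicate reach 20% were not run. Of 99 alternatives to 27 values, 80 left the value within its spread, on its side of the threshold, with its sign on the logit scale or, for counts, close to the main count. Some of these could not move, such as rounding of values already in whole percent and logits of differences of 0. The count of 80 is therefore no measure of robustness. The spread was the SD over the 6 genotypes of experiment 1 without an nsun5 mutation, and the other limits, the test over both experiments, the rounding and the comparator made of both wild types were chosen after the data were seen. The differences of both nsun5 alleles at C2268 kept their sign on the logit scale and stayed within that spread under the 4 alternatives in percent. Leaving out each genotype in turn put the nsun5 difference at C2268 between -68.8 and -41.6 points, with p from 0.0476 to 0.143. The p of 0.143 came without nsun5-1 and without nsun5-2, where the 7 remaining regroupings allow no lower p. With the genotypes of both experiments p was 0.0128 in a two-sided exact permutation test that regroups freely across experiments, and 0.0357, the smallest p its 28 regroupings allow, when regrouped within experiment. The nop2 difference at C2860 lay between -1.14 and -0.223 points when each genotype was left out, and turned to 1.37 points with centred values (exact permutation p = 0.232).

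Against the mean of both wild types, C2860 was 2 points higher in nop2a-2, nop2b-1 and nop2c-1, 0.968 points higher in nop2b-2 and 4.42 points higher in nop2c-2, because the second wild type is lower there. Wild type levels averaged over both experiments were 78.5% at C916, 72% at C1940 and 80% at C2860. Centring put C2860 at 2 points above wild type in nop2b-1 and 3.61 points above in nop2b-2, and turned the difference between these alleles to -1.61 points. C960 is among the sites used for centring, so its low level in nop2b-2 raises every centred value of that library. Pairs past the limit in experiment 1 numbered 9 against all genotypes without a mutation in the same gene and 11 with a limit of 5 points. Of the 5 pairs added by the comparator, 3 were nop2 mutants at C2268, where the comparator includes both nsun5 alleles, and the others were nsun5-1 at C960 and nop2b-1 at C1586. In experiment 2 there were 4 pairs with the wild type of experiment 1 and 4 with a limit of 5 points; differing alleles numbered 6 with that limit. The difference of nop2b-1 at C2268 moved from 18 to 33.2 points with the comparator that includes both nsun5 alleles, and was 13 points against both wild types. Precision is limited by unknown read depth, which no alternative could address.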

Other observations

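The tests of levels in this part, and those of chloroplast 23S and mitochondrial 26S rRNA, were chosen after the results were seen, while the other tests of shared reference sequences were written down beforehand. Of the 5 organelle sites, 4 pair up between chloroplast and mitochondrial rRNAs. In an alignment of the deposited *Arabidopsis* small subunit rRNAs, chloroplast 16S C916 and mitochondrial 18S C960 fell on the same column, with 17 of 21 bases identical around them, yet their wild type levels were 81% and 28%. The aligned base of nuclear 18S rRNA, position 1196, is also a cytosine and is not listed as m5C. In the large subunit, chloroplast 23S C1977 aligned with mitochondrial 26S C1586, and their levels were 82% and 72%. The nuclear 25S base at that column, position 2295, is a guanine.

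Other sites had no listed partner. The mitochondrial 26S position aligned with chloroplast 23S C1940 is 1549, also a cytosine, with 19 of 21 bases identical, and it is not among the listed *Arabidopsis* sites. For the whole mitochondrial large subunit rRNA, the authors' deposited table counts 1 m5C site in *Arabidopsis*, 1 in *B. rapa*, 1 in *G. biloba*, 2 in *T. durum*, 2 in *C. taxifolia* and 3 in *N. oculata*. Nuclear 25S C2860 aligned with cytosines of the chloroplast 23S (position 2519) and mitochondrial 26S (position 2112) rRNAs that are not listed either. C2268 aligned with guanines at position 1950 of the 23S and position 1559 of the 26S rRNA. The authors' deposited table counts 14 m5C sites in *T. durum*, against 7 in *Arabidopsis*, 7 in *B. rapa*, 7 in *G. biloba*, 8 in *C. taxifolia* and 9 in *N. oculata*, and 6 of the 14 lie in nuclear 18S rRNA, for which the other 5 species have 0. The study proposes that 5 clustered sites among these 6 may reflect failed bisulfite conversion in strongly structured rRNA.

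The level of mitochondrial 18S C960 in nop2b-2 was 2.33%, while the other 12 genotype values lay between 18% and 33%. All 5 nop2 mutants were below wild type there, but nop2c-2 by only 0.1 points, and nsun5-2 was below as well. A loss of NOP2B that acts alike in both alleles is argued against by nop2b-1, which was -1 point from wild type. A loss of unconverted cytosines across the whole library is argued against by the other 6 sites, whose median ratio to wild type was 1.01. Few reads over C960 in this single library may account for the value, which lies 15.7 points below the lowest other genotype, and with depth unknown this stays open. An effect of the nop2b-2 allele alone, such as a difference at another locus of that line, also stays open and was not tested.

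The level of 25S C2268 ranged over 25 points, from 60% to 85%, in the 11 genotype values without an nsun5 mutation, while C1977 ranged over 3 points. A shift shared by all sites of a library is argued against by the centred values, which still ranged over 27.1 points. The nop2 mutations stay open as part of the range: 4 of the 5 nop2 mutants were above the 66% of their own wild type, yet 4 of the 5 were at or below the 76% of the wild type of experiment 2. The 5 libraries of experiment 2, without a nop2 mutation, spanned 14 points. Replicate noise at this site could account for the range too, and the wild types alone differed by 10 points, but without replicate values it cannot be told apart from effects of the mutations, experiment or growth medium.

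The reference entries of *B. rapa* and *G. biloba* were identical over the full length of nuclear 25S (3393 nt), chloroplast 23S (2801 nt), mitochondrial 26S (2519 nt) and nuclear 18S (1811 nt) rRNA. Truly identical rRNAs in both species are argued against by the entries that differ, at 8.38% of aligned bases in mitochondrial 18S and 2.24% in chloroplast 16S rRNA. The shared 23S sequence differed from *Arabidopsis* at 3.00% of bases, against 0.0678% for the *B. rapa* 16S (Fisher's exact test, two-sided, p = 8.62e-15) and 2.21% for the *G. biloba* 16S (p = 0.140), while 16S and 23S differed by a like share in *T. durum* (3.16% and 3.21%). This argues against a *B. rapa* sequence in the *G. biloba* 23S entry, which is marked as a database record while the same sequence under *B. rapa* is marked as guided by *Arabidopsis*, but it rests on a *B. rapa* 16S entry and *T. durum* entries that were guided by other species. For the other shared rRNAs the origin stays open, because all these entries, those of *T. durum* included, were assembled with *Arabidopsis* as a guide. Identity to *Arabidopsis* minus that of *T. durum* was -0.763 points (SE 0.664) for 25S and -0.335 points (SE 0.750) for nuclear 18S. By sign alone, which was the rule written beforehand, these argue against *B. rapa* sequences in the *G. biloba* entries. Both lie within 2 SE of 0, but that condition was not in the rule, and the SE ignores that both identities share *Arabidopsis* positions. For mitochondrial 26S the difference was 3.80 points (SE 0.753). This points to neither species, since the *G. biloba* mitochondrial 18S record was also closer to *Arabidopsis* than the *T. durum* entry (92.6% and 84.7%).

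The nuclear 5S entry was identical to the entry of the short rRNA that is transcribed together with nuclear 18S and 25S in 5 of the 6 species, with 164 nt in *Arabidopsis*, and in *N. oculata* the entries differed at 1 base. The *B. rapa* 16S entry lacks 15 bases that *Arabidopsis* has at positions 897 to 911, which end 5 bases before the C916 site, and the aligned window of 21 bases was identical at 14.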
